# Chronic allergic asthma alters m^6^A epitranscriptomic tagging of mRNAs and lncRNAs in the lung

**DOI:** 10.1042/BSR20221395

**Published:** 2022-12-12

**Authors:** Xiuqin Ni, Xing Li, Bing Hu, Li Wang

**Keywords:** allergic asthma, epitranscriptome, IL17RB, lung, N6-methyladenosine

## Abstract

To evaluate the role of m^6^A methylation of mRNAs and long non-coding RNAs (lncRNAs) in chronic allergic asthma. Transcriptome-wide N6-methyladenosine (m^6^A) changes in BALB/c mice were profiled using immunoprecipitated methylated RNAs with microarrays in lung with chronic allergic asthma. Gene ontology (GO) and KEGG analyses were conducted. Target genes were verified by methylated RNA immunoprecipitation and real-time polymerase chain reaction (PCR). Specifically, the mRNA levels of m^6^A writers (METTL3, METTL14, and WTAP), and readers and erasers (FTO and ALKBH5) were estimated by real-time PCR analysis, using the SYBR-green method. IL17RB mRNA was also evaluated by PCR. Hematoxylin and eosin (H&E) staining showed that the airway and lung tissues in mice in the asthma group had extensive infiltration of inflammatory cells around the bronchioles, blood vessels, and alveoli. The lungs of those allergic asthma mice showed altered m^6^A epitranscriptome, whereby 1369 mRNAs and 176 lncRNAs were hypermethylated, and 197 mRNAs and 30 lncRNAs were hypomethylated (>1.5-fold vs control). Also, compared with the control group, IL17RB mRNA in lung of the asthmatic group was significantly hypermethylated (*P*<0.01). In the asthma group, the mRNA and the protein level of METTL14 (the key methyltransferase) and ALKBH5 (the major demethyltransferase) were significantly decreased compared with the control group (*P*<0.01). Chronic allergic asthma alters the lung m^6^A epitranscriptome, suggesting functional implications in the pathophysiology of refractory asthma. Data support methylated IL17RB mRNA possibly becoming a new therapeutic target for chronic allergic asthma.

## Introduction

Allergic asthma is characterized by a series of immune regulatory events and molecular events. This includes helper T cell 1 (Th1)/helper T cell 2 (Th2) imbalance, helper T cell 17 (Th17)/regulatory T cell (Treg) imbalance, inflammation, phenotypic transformation, and more [1,2]. In addition, diverse post-transcriptional regulators of RNAs involving various classes of noncoding RNAs, RNA-binding proteins (RBPs), and epitranscriptomic modifications can finely regulate immunologic and pathophysiological changes associated with allergic asthma [3,4]. Long non-coding RNA (lncRNA) promotes the proliferation and migration of airway smooth muscle cells, airway inflammation, and Th2 inflammatory response in asthma [4–7]. Moreover, exposure to environmental toxins is closely related to the differentially N6-methyladenosine (m^6^A)-methylated modification in mRNAs, which is part of the immunomodulatory process [7].

Recently, many studies have discovered that RNAs could undergo more than 100 types of post-transcriptional modifications, which are defined as epitranscriptomic changes [8,9]. Among these modifications, m^6^A RNA methylation is the most prevalent [10], and can play a biological role in two ways. First, it can change the structure of local RNA, allowing it to enhance RNA–protein interactions. Second, the recruited specific protein binds to the m^6^A-modified site.

Studies have confirmed that m^6^A modification plays a role in the transcription, translation, and degradation of mRNA [11,12]. The m^6^A modification is mainly located in RRACH motifs, which refers to R as a purine base, A as adenine, C as cytosine, and H as a non-guanine base. In mammals, modification occurs by a methyltransferase complex (dedicated writers) consisting of METTL3, METTL14, WTAP, and other components. This modification can be reversed by the demethylases (dedicated erasers) FTO and ALKBH5 [13–15]. Studies have reported that m^6^A methylation modification may affect an array of life processes, such as sperm development, development of immunity, UV-induced DNA damage response, tumorigenesis or metastasis, stem cell renewal, fat differentiation, biological rhythms, cell development and differentiation, and cell division [16–18]. Thus, studies clearly indicate that changes to core genes are sensitive to the function of m^6^A modulation, which can cause epigenetic changes.

Studies have also shown that the increased m^6^A methylation of transcripts is related to inflammation and immune regulation. Other findings indicate that YTHDF2, an m^6^A reader can regulate the LPS-induced inflammatory response [19]. Differential levels of m^6^A-methylated mRNAs after stroke can regulate biological processes including inflammation, apoptosis, and transcriptional regulation [9]. Also, m^6^A methylation of transcripts has an effect on the adaptive immune response by acting on the stability of innate immune molecules [20]. Moreover, a paper by Han et al. proposed that m^6^A methylation of mRNAs in dendritic cells can control antitumor immunity [21]. There are additional findings, namely that m^6^A modification can promote pulmonary fibrosis [22], and may be involved in immunoregulation [7]. Currently, however, our knowledge of the role of m^6^A modifications in allergic asthma remains limited. As a result, we aimed to explore m^6^A modification of mRNAs and lncRNAs in lung tissues of mice with allergic asthma, which might reveal a new pathophysiological mechanism, and possibly a new therapeutic target for allergic asthma.

## Materials and methods

### Ovalbumin-sensitized and challenged for allergic asthma model

Twelve BALB/c mice were provided by the Laboratory Animal Research Center in Beijing, China. The mice (6- to 8-week-old, female) were housed in pathogen-free conditions, and were randomized into two groups: the control group and the asthma group. Ovalbumin (OVA)-sensitized and challenge protocols for the chronic model of asthma were carried out according to the methods described by Daubeuf et al. [23], Vieira et al. [24], and Penton et al. [25] with a minor modification. Briefly, the mice in the asthma group were sensitized with 0.01% OVA by intraperitoneal injection on Days 0 and 7, and were subsequently challenged with 2.5% OVA aerosols three times weekly for 7 weeks. The mice in the control group were injected and challenged with PBS. The animals were executed by cervical dislocation 24 h after the last OVA or PBS exposure. All animal experiments and manipulation procedures were done in Harbin Medical University-Daqing and approved by the Ethics Committee for Animal Use and Care at the Institute of Education of Harbin Medical University-Daqing, China.

### Hematoxylin and eosin staining

The left lung lobe was fixed with 4% paraformaldehyde, then routinely embedded in paraffin and sectioned (5 µm) for hematoxylin and eosin (H&E) staining. The slides were observed by microscope.

### m^6^A immunoprecipitation

Total RNA (3 μg) and m^6^A spike-in control mixture were added to IP buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.1% NP40, 40 U/μL RNase inhibitor) containing 2 μg anti-m^6^A rabbit polyclonal antibody (Synaptic Systems). The reaction was incubated with head-over-tail rotation at 4°C for 2 h. Dynabeads™ M-280 sheep antirabbit IgG beads per sample were blocked with freshly prepared 0.5% BSA at 4°C for 2 h, washed three times with IP buffer, and then resuspended in the total RNA-antibody mixture prepared above. The RNA binding to the m^6^A-antibody beads was carried out with head-over-tail rotation at 4°C for 2 h. The beads were then washed three times with IP buffer, and twice with wash buffer (50 mM Tris-HCl, pH 7.4, 50 mM NaCl, 0.1% NP40, 40 U/μL RNase Inhibitor). The enriched RNA was eluted with elution buffer (10 mM Tris-HCl, pH 7.4, 1 mM EDTA, 0.05% SDS, 40 U Proteinase K) at 50°C for 1 h. The RNA was extracted by acid phenol–chloroform and ethanol precipitation.

### Labeling and microarray hybridization

The immunoprecipitated RNA samples from the control and asthma groups (*n*=3 each) were labeled with Cy5 fluorescent dye using a Super RNA Labeling Kit (Arraystar), and purified using an RNeasy Mini Kit. Cy5-labeled cRNAs were fragmented and hybridized to a mouse m^6^A-mRNA and lncRNA epitranscriptomic microarray (8×60K, Arraystar) containing 48161 mRNA and 8393 lncRNA degenerate probes. The hybridized arrays were washed, fixed, and scanned using an Agilent Scanner G2505C.

### Microarray data analysis

Agilent Feature Extraction software (version 11.0.1.1) was used to analyze acquired array images. Raw intensities of immunoprecipitated RNAs were normalized with an average log2-scaled spike-in RNA control. Differentially m^6^A-methylated RNAs between the control and asthma groups were identified by filtering with the fold-change and statistical significance (*P*-value) thresholds. A cutoff of 1.5-fold (*P*<0.05) was used to identify the differentially m^6^A-methylated RNAs in asthma samples as compared with control. Hierarchical clustering was performed using R software. Gene ontology (GO) analysis was performed using the topGO package in the R environment for statistical computing and graphics. Pathway analysis was calculated by the Fisher’s exact test.

### Real-time polymerase chain reaction

Total RNA (1.5 µg) was reverse transcribed to cDNA with a High Capacity RNA to cDNA Kit (Applied Biosystems). The mRNA levels of m^6^A writers (METTL3, METTL14, and WTAP), readers and erasers (FTO and ALKBH5) were estimated by real-time polymerase chain reaction (PCR) analysis with the SYBR-green method. IL17RB mRNA was also evaluated by PCR. For methylated RNA immunoprecipitation-quantitative PCR (MeRIP-qRT-PCR) analysis of differentially methylated RNAs, 3 µL immunoprecipitated RNA, or 1 µL input RNA was converted into cDNA and amplified with gene-specific primers for mRNAs (CCL11, TNF, CCL2, CXCL1, CCL8, IL17RB, and IL5). The primers used in the present study are presented in Tables 1 and 2.

**Table 1:** Sequences of primers used for qRT-PCR analysis of mRNA levels

Name	Sequence	Product size (bp)
CCL11	F:5′ TGCTTGATTCCTTCTCTTTCCT 3′	228
	R:5′ TTACTCCTAACTCGTCCCATTGT 3′	
TNF	F:5′ TCTACTGAACTTCGGGGTGAT 3′	83
	R:5′ TCTGGGCCATAGAACTGATGA 3′	
CCL2	F:5′ CCTGCTGTTCACAGTTGC 3′	110
	R:5′ TCATTGGGATCATCTTGC 3′	
CXCL1	F:5′ ACCCAAACCGAAGTCATAGCC 3′	169
	R:5′ AGAAGCCAGCGTTCACCAGA 3′	
CCL8	F:5′ GTGCTGAAAAGCTACGAGAGAAT 3′	223
	R:5′ CCTGGAGAAGATTAGGGGAGA 3′	
IL17RB	F:5′ AAGGAAGGAGCACGAAGACG 3′	109
	R:5′ CGACAGACGGTGTGATGGAA 3′	
IL5	F:5′ CTCCTCAACTCCCTGCTACTCTC 3′	194
	R:5′ TGTGGCTGGCTCTCATTCAC 3′	

**Table 2:** Sequences of primers used for MeRIP-qRT-PCR analysis of m^6^A methylation levels

Name	Sequence	Product size (bp)
GAPDH	F:5′CACTGAGCAAGAGAGGCCCTAT3′	144
	R:5′GCAGCGAACTTTATTGATGGTATT3′	
METTL3	F:5′ CGGACACGTGGAGCTCTATC3′	153
	R:5′ GCACGGGACTATCACTACGG3′	
METTL14	F:5′ ACCTCCTCCCAAGTCCAAGT3′	123
	R:5′ CCACCTCTCTCTCCTCGGAA3′	
WTAP	F:5′ GTGTGGCCCAACTGAGATCA3′	206
	R:5′ CACCACAGCTTTCTCGAGGT3′	
ALKBH5	F:5′ GGGACAGAGGAGCTCAGGTA3′	193
	R:5′ TGGAGAGCTGCTGACAGTTG3′	
FTO	F:5′ AGCCCCTGGGTCTCCATAAT 3′	174
	R:5′ AGCACTCAACGCTACTGCTT 3′	
IL17RB	F:5'GAGAGTGAAGGTGCGGTGGTT3′	131
	R:5′CGTCTGTTGTCATCTGGAGGG3′	

### Western blotting

Protein were extracted from lung tissues with RIPA lysis buffer obtained from Beyotime in China. Protein quantification was done with Enhanced BCA Protein Assay Kit (Beyotime). Equal amounts of lysate proteins were separated by using SDS-PAGE and transferred to nitrocellulose membranes. After blocking in 5% nonfat milk, the membranes were incubated with the primary antibodies against METTL3 (Cat. No. ab195352, 1:1000 dilution), METTL14 (Cat. No. A8530, 1:500 dilution), WTAP (Cat. No. A8530, 1:500 dilution), FTO (Cat. No. ab280081, 1:1000 dilution), ALKBH5 (Cat. No. ab195377, 1:1000 dilution), β-actin (1:1000; Santa Cruz Biotechnology) overnight at 4°C, followed by a 1 h incuabation with secondary HRP antibodies at a room temperature. All protein blots were visualized using enhanced chemiluminescence reagents (GE Healthcare Life Sciences) and exposure to X-ray.

### Statistical analysis

GraphPad Prism 5.0 software was used in the analysis.

## Results

### m^6^A modification profiles in lungs of allergic asthma mice

H&E staining showed the pathologic changes of chronic allergic asthma. Specifically, it detected that the airway and lung tissues in mice of the control group had normal smooth bronchial and alveolar structures, and no inflammatory cell infiltration. In contrast, the airway and lung tissues in mice of the asthma group showed extensive infiltration of inflammatory cells around the bronchioles, blood vessels, and alveoli. The airway mucosa had obvious edema, with bronchiolar wall thickening causing luminal stenosis. This finding indicated the successful establishment of the asthmatic model (Figure 1A).

**Figure 1:**
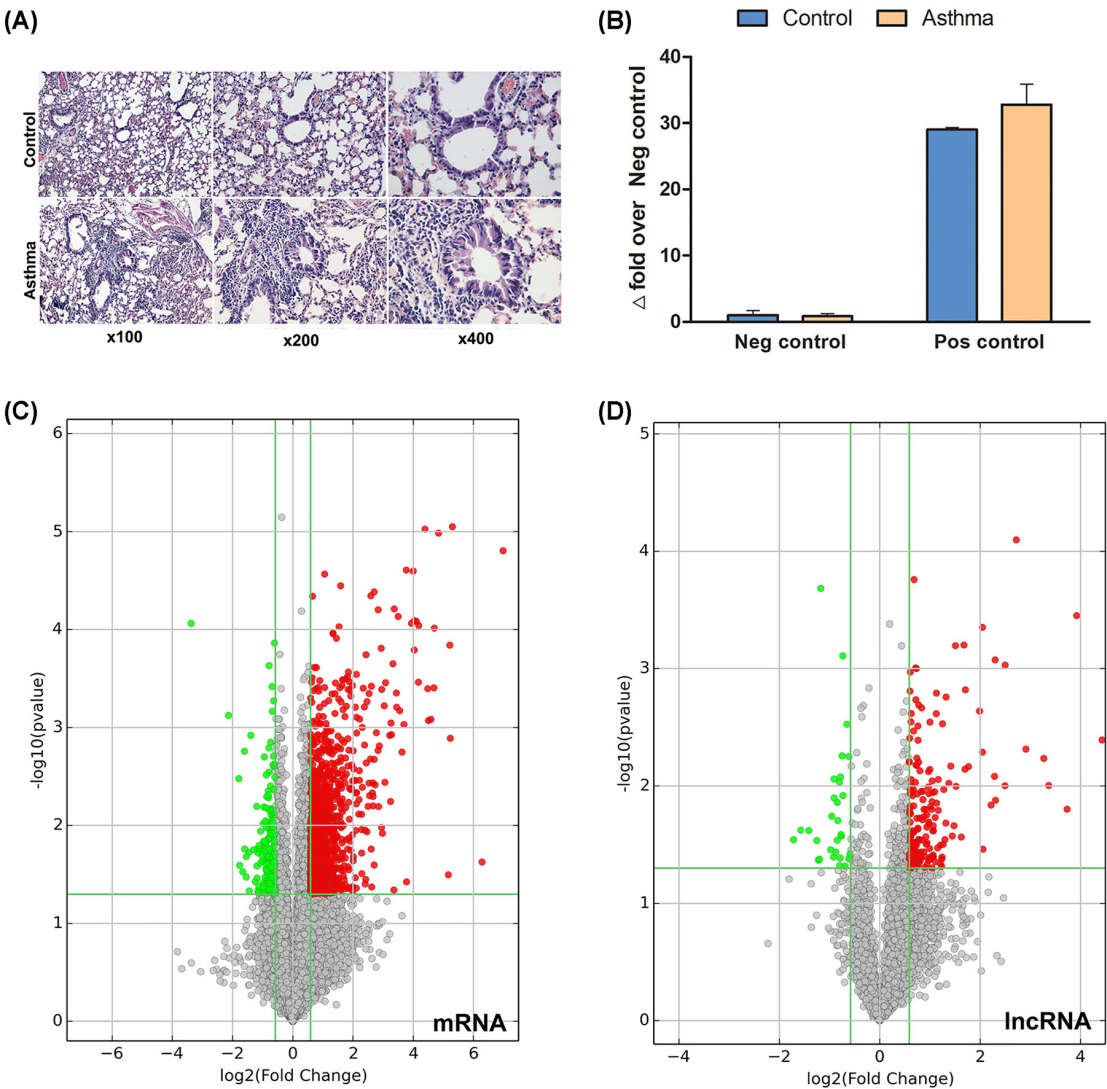
Chronic allergic asthma significantly alters the lung m^6^A epitranscriptome (**A**) Pathological changes in lung of chronic allergic asthma model. Obvious bronchiolar stenosis can be seen in the asthmatic model group, and the bronchiolar and lung tissues show obvious inflammation and inflammatory cell infiltration (Original magnification: left column ×100, middle column ×200, right column ×400). (**B**) Assessment of MeRIP quality. The identical methylated RNA immunoprecipitation enrichment of positive and negative spike-in controls was observed via normalizing % (MeRIP/Input) of the positive with negative controls for the asthma and control groups. Data are mean ± SEM (*n*=3). *P<0.05 compared with the control by the Mann–Whitney U test. Volcano plots for (**C**) mRNAs and (**D**) lncRNAs. m^6^A hypermethylated (red dots) and hypomethylated (blue dots) in the asthma group over the control group (*n*=3). The green threshold lines are set at 1.5-fold (*P*<0.05) between the asthma and control. Abbreviations: MeRIP, methylated RNA immunoprecipitation; Neg, negative; Pos, positive.

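Lung RNA of 3 control mice and 3 mice with chronic allergic asthma was analysed. The asthma mice had been sensitized to ovalbumin, an egg protein used as an allergen, and then challenged with it repeatedly. Their age is 6 to 8 weeks in the paper and 8 to 10 weeks in the sample labels. An antibody against m6A separated the RNA of each mouse into a bound fraction (IP), labelled with Cy5, and an unbound fraction (Sup), labelled with Cy3. Both fractions of a mouse were hybridised to 1 array, so the data are 6 arrays, and the dyes were not swapped. Each array held 56554 transcript probes with 1 spot each. In the IP channel, 66.7%, 66.1% and 60.1% of them were well above background in control mice 1, 2 and 3, and 70.0%, 69.5% and 69.8% in asthma mice 1, 2 and 3. In the Sup channel the share lay between 80.4% and 84.4% in all 6 mice. No transcript spot was saturated, and the number of arrays limits the precision of every value. The array labels place the 3 asthma mice and control mouse 1 on slide 1 and control mice 2 and 3 on slide 2, so slide and group overlap in part. The authors deposited the scanner's spot intensities and a table of log2 values, which are the scanner's background-subtracted and dye-normalized signal less 1 constant for each array and channel. Here the median spot intensity was background-corrected with limma's normexp method (offset 50) and put on the log2 scale. The mean log2 signal of the 114 probes named as spike-in RNAs was then subtracted in each channel of each array. Only 24 of these 114 probes were well above background in the IP channel of all 6 arrays, and 56 in the Sup channel. The spike-in scaling therefore rests largely on dim probes, and the offset makes the fold changes of dim transcripts smaller. The paper measures methylation by the IP channel, in which the amount of an RNA and its methylated share both enter.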

The immunoprecipitated m^6^A-methylated RNAs isolated from the lung of mice were profiled in both the asthma and control groups. By assessment of MeRIP quality, the identical methylated RNA immunoprecipitation enrichment of positive and negative spike-in controls was observed in both groups, indicating the rigor of the technique (Figure 1B). Using a microarray with probes for 56554 RNAs (48161 mRNA and 8393 lncRNA), the methylated RNAs microarray profiling showed that 1772 transcripts (1566 mRNAs and 206 lncRNAs) were differentially m^6^A methylated between the asthma and control groups (fold-change >1.5, *P*<0.05; *n*=3/group). 

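In the IP channel, 37359 of the 56554 transcript probes were well above background on all 3 arrays of at least 1 group and were tested with limma. A fold change above 1.5 with an unadjusted P below 0.05 was reached by 2583 probes. With Benjamini-Hochberg adjustment of the limma P, 107 probes were higher and 2 were lower in asthma at the same fold change. The files do not pair the probes with an RNA class, so mRNAs and lncRNAs were not counted apart. The probe names do form series of 48057 and 8497 probes, which hold the matched mRNAs of Table 3 and lncRNAs of Table 4 respectively. These sizes are close to the paper's numbers of mRNAs and lncRNAs but not equal to them, so the names were not taken as classes. The count moved most with the scanner's own background-subtracted signal in place of normexp, which gave 204 probes higher and 22755 lower and takes the log of spike-in signals near 0. With no background correction, 3138 probes were higher and 60 lower. From the deposited log2 values, tested in the same way, 3368 probes were higher and 417 lower. Leaving out 1 mouse at a time, between 1276 and 5763 probes were higher. The paper states from its count that m6A methylation differed between the asthma and control groups.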

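Of the 2583 probes called in the IP channel, 2562 were higher and 21 were lower in asthma, so 99.2% were higher. This split moved with the scaling between arrays. With quantile normalization 602 probes were higher and 328 lower, a share of 64.7%, and with scaling to the 75th percentile 1034 were higher and 205 lower, a share of 83.5%. The deposited log2 values gave 89.0%, and the spike-in probes that were well above background on all 6 arrays gave 50.1% when used alone. Over all tested probes the median log2 difference between asthma and control was 0.15 in the IP channel. This shift was not subtracted, so it is part of the single changes and calls made with the spike-in scaling. With slide as a block, 2091 probes were higher and 143 lower, of which 969 and 12 were among the 2562 and 21, and 10 higher and 0 lower probes passed the adjusted limma P, against 107 and 2 without the block.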

The data showed that 87.2% of the transcripts (1369 mRNAs and 176 lncRNAs) were significantly hypermethylated, and only 12.8% of the transcripts (197 mRNAs and 30 lncRNAs) were significantly hypomethylated in the asthma group compared with the control group (Figure 1C,D). 

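Each of the 40 transcripts listed was matched to 1 probe by its printed fold change (within 1e-06 on the log2 scale) and P, which the deposited log2 values give, since the files hold no gene names. The direction of the 40 is therefore fixed by this match in the deposited values. In the spike-in-scaled IP signal, all 20 transcripts listed as up were higher and all 20 listed as down were lower in asthma. Of these, 18 and 14 passed a fold change of 1.5 with an unadjusted limma P below 0.05, and 10 and 2 passed after Benjamini-Hochberg adjustment. Rnase2a, which the paper places on chromosome 14 from 51255262 to 51256112 without naming a genome build, had a log2 IP signal of 6.27 ± 0.16 (SD, n = 3) in asthma and 0.18 ± 0.06 (SD, n = 3) in control mice. The difference was 6.10 (standard error 0.12, limma adjusted P = 3.87e-05). In the Sup channel the same probe was higher by 5.28. Fabp1, placed by the paper on chromosome 6 from 71199827 to 71205023, had a log2 IP signal of 1.32 ± 0.21 (SD, n = 3) in asthma and 4.17 ± 0.55 (SD, n = 3) in control mice. Its IP signal fell by 2.84 (standard error 0.28, limma adjusted P = 0.0213), and its Sup signal fell by 3.05. These values come from the fit without slide as a block. The block sets the asthma mice against control mouse 1 alone. With it Fabp1 was lower 5.57-fold in IP, against 7.18-fold without it. The lncRNA listed as RP23-71C23.1 was higher by 4.09 in IP (limma adjusted P = 0.0717) and by 3.44 in Sup. Its log2 IP signal was 4.83 ± 1.19 (SD, n = 3) in asthma and 0.74 ± 0.36 (SD, n = 3) in control mice. Its IP fold change of 17.0 became 12.8 without asthma mouse 1 and 27.3 without asthma mouse 3. The lncRNA listed as RP24-182L3.1 fell by 1.49 in IP (limma adjusted P = 0.254) and by 1.62 in Sup, and its IP values in asthma and control mice overlapped. For 10 of the 40 transcripts 1 group was not well above background on any array, so only a lower bound of the fold change is given, between at least 1.15-fold and at least 4.38-fold. These bounds were taken per channel after loess and Aquantile normalization, hold under that normalization only, and are open to dye bias. The highest bound is that of Slc22a29, whose log2 IP signal was 2.04, 3.87 and -0.11 in asthma mice 1, 2 and 3. Without asthma mouse 2, its log2 difference in the spike-in-scaled signal fell from 2.30 to 1.33. For RP24-118B12.1 and RP24-226D9.3 the bounds of 1.46 and 1.20 exceeded the fold changes of 1.44 and 1.16 in the spike-in-scaled signal, and the direction of RP24-226D9.3 changed with the scaling to the 75th percentile and with the bright spike-in probes alone.

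**Figure D1:**
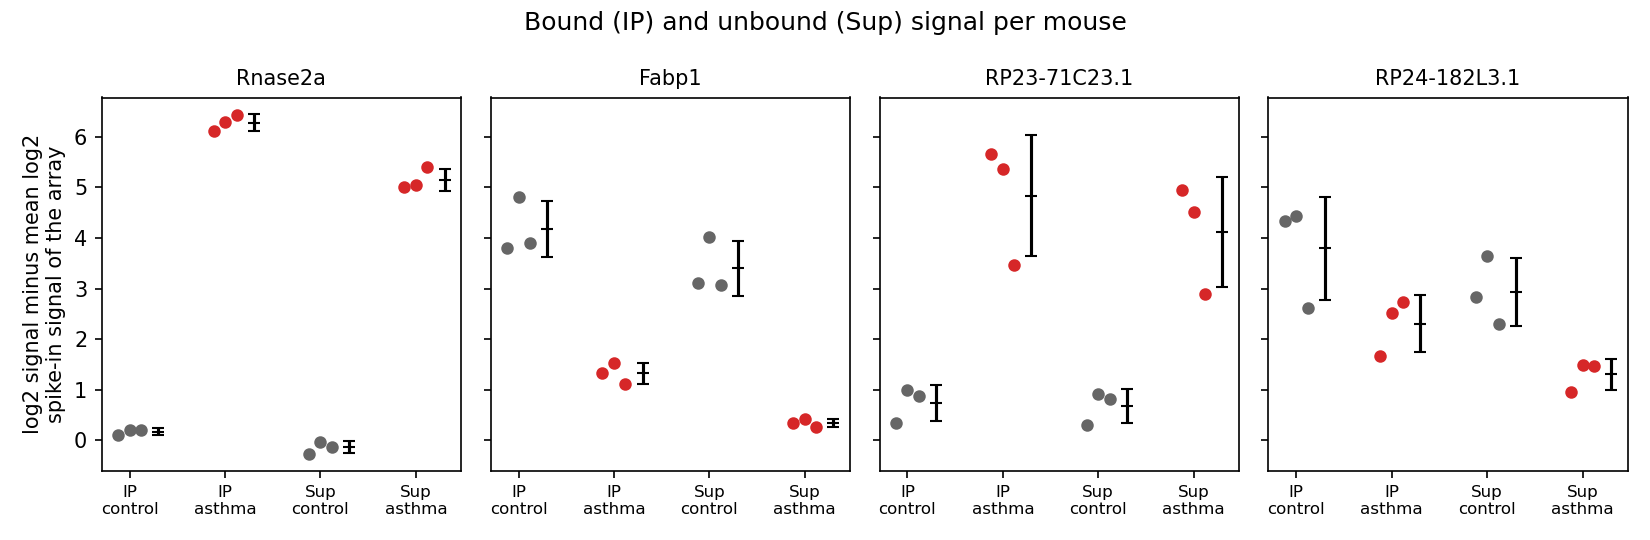
The log2 signal less the mean log2 spike-in signal of the array is plotted on the vertical axis for the first up and first down entry of Tables 3 and 4, in the IP and Sup channels of control (grey) and asthma (red) mice. Each point is 1 mouse, and the black marks give the mean and SD of each group of 3. Rnase2a is higher by 6.10 in IP and by 5.28 in Sup, and Fabp1 fell by 2.84 in IP and fell by 3.05 in Sup.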

The top 20 altered m^6^A quantities are listed in Tables 3 and 4.

**Table 3:** The top 20 differently expressed m^6^A-methylated mRNA with allergic asthma

Gene name	Fold-change	Regulation	Locus	Strand	*P*-value
Rnase2a	126.3905758	Up	chr14:51255262-51256112:-	-	1.57095 × 10^-5^
Clca1	77.88635836	Up	chr3:145003817-145032776:-	-	0.023637391
Ptgdr	39.34120279	Up	chr14:44851235-44859375:-	-	8.93974 × 10^-6^
Cd209e	37.49292175	Up	chr8:3847965-3854309:-	-	0.001287945
RP23-101F14.3	37.08413836	Up	chr2:122637915-122641085:+	+	0.000144605
Slc22a29	35.85665903	Up	chr19:8160165-8218899:-	-	0.031886612
Arg1	28.62280631	Up	chr10:24915221-24927484:-	-	1.03858 × 10^-5^
Slc26a4	25.93901282	Up	chr12:31519827-31559969:-	-	9.68448 × 10^-5^
Chil4	25.72891127	Up	chr3:106201490-106219507:-	-	0.000393617
Gcnt3	24.00909968	Up	chr9:70031496-70038088:-	-	0.000826165
Fabp1	10.38350125	Down	chr6:71199827-71205023:+	+	8.66167 × 10^-5^
Fpr1	4.399144107	Down	chr17:17876471-17883940:-	-	0.000753326
Apold1	3.458800416	Down	chr6:134981718-134986836:+	+	0.003328392
Zc3h18	3.396808743	Down	chr8:122411325-122416248:+	+	0.025575942
Tbc1d4	3.16324158	Down	chr14:101462974-101609191:-	-	0.029726563
Hist1h3d	3.040476346	Down	chr13:23575763-23577011:+	+	0.001746882
Zfp287	3.029790124	Down	chr11:62721580-62728671:-	-	0.017421449
Dnajc28	2.924521477	Down	chr16:91614257-91618999:-	-	0.033642474
Tmem252	2.915554082	Down	chr19:24674008-24679661:+	+	0.020814451
Gemin8	2.736589715	Down	chrX:166178402-166180792:+	+	0.018761716

**Table 4:** The top 20 differently expressed m^6^A-methylated lncRNA with allergic asthma

Gene name	Fold change	Regulation	Locus	Strand	*P*-value
RP23-71C23.1	21.57256849	Up	chr12:106131978-106145400:-	-	0.004054933
Fgf18	15.18458121	Up	chr11:33116978-33147400:-	-	0.000353985
Ntmt1	13.30815266	Up	chr2:30807994-30816642:+	+	0.015777808
4930542D17Rik	10.32573787	Up	chr16:50590503-50654166:+	+	0.009903069
RP24-118B12.1	9.651769053	Up	chr5:33293614-33311150:-	-	0.005818338
RP23-309A11.2	7.531065684	Up	chr12:103895897-103898784:+	+	0.004853991
RP24-226D9.3	6.601355773	Up	chr6:89269511-89285725:-	-	8.00499 × 10^-5^
Saa3	5.657239913	Up	chr7:46711999-46713749:-	-	0.000933919
Nfyc	5.646882555	Up	chr4:120757954-120762175:-	-	0.009958198
RP23-272P19.8	4.952742877	Up	chr16:19212660-19236776:-	-	0.013246835
RP24-182L3.1	3.282208743	Down	chr16:13463636-13468755:-	-	0.028717785
Brox	2.969035563	Down	chr1:183290843-183297256:-	-	0.02378089
RP24-95P4.2	2.657611174	Down	chr1:57200645-57214993:-	-	0.023973675
RP23-334L22.1	2.382843798	Down	chr12:117602039-117603763:+	+	0.029132554
RP23-157H17.2	2.327912227	Down	chr9:74847983-74852873:+	+	0.042861024
RP23-132N23.1	2.292898301	Down	chr2:25141797-25145396:-	-	0.042042913
RP23-436D9.1	2.254236114	Down	chr11:18467479-18493255:-	-	0.000207255
RP24-496C22.4	1.967449237	Down	chr5:44700876-44706890:-	-	0.034964827
Gm17276	1.936717635	Down	chr17:32113429-32141839:+	+	0.018099091
RP23-153M14.4	1.888809851	Down	chr4:127035681-127049398:+	+	0.040218634

### GO analysis and pathway analysis of differentially methylated mRNA

The physiological and pathological significance of m^6^A modification in allergic asthma were explored by GO analysis and KEGG pathway analysis. GO analysis illustrated that the up-regulated genes in allergic asthma were significantly associated with the immune system process and its regulation (ontology: biological process), cell and cell part (ontology: cellular component), and binding and protein binding (ontology: molecular function) (Figure 2A). The down-regulated genes were significantly associated with negative regulation of biological and cellular processes (ontology: biological process), intracellular and intracellular part (ontology: cellular component), and binding and protein binding (ontology: molecular function) (Figure 2B). Pathway analysis showed that up-regulated genes in the allergic asthma were significantly associated with cytokine–cytokine receptor interaction and rheumatoid arthritis (Figure 3A,B). The down-regulated genes were significantly associated with neuroactive ligand–receptor interaction and drug metabolism-cytochrome P450 (Figure 3C,D). All GO and pathway significant *P*-values were less 0.05.

**Figure 2:**
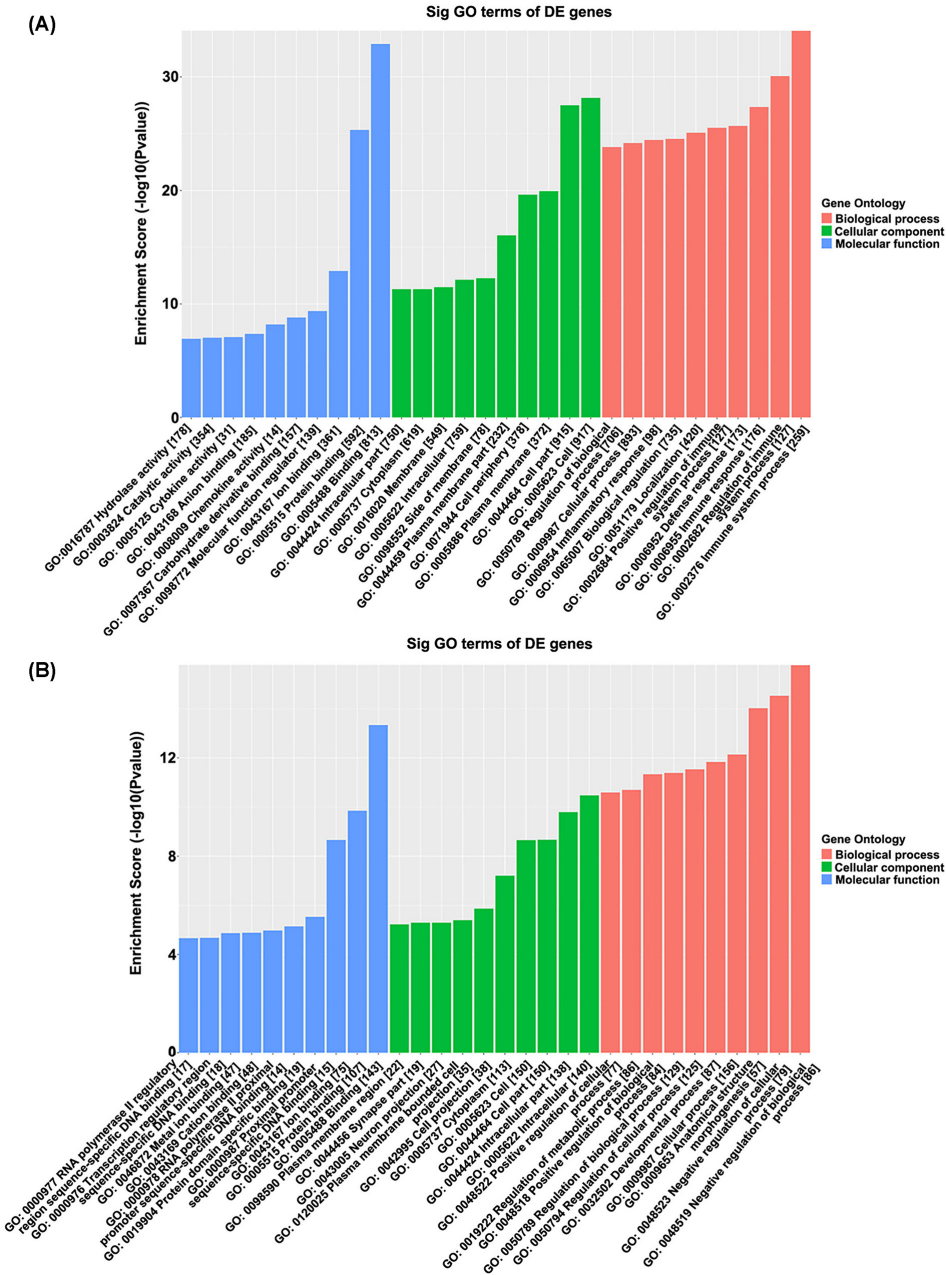
Altered m^6^A-modified transcripts contribute to the pathophysiology of allergic asthma (**A**) GO enrichment of up-regulation m^6^A transcripts. (**B**) GO enrichment of down-regulation m^6^A transcripts. DE genes refer to differentially expressed genes.

**Figure 3:**
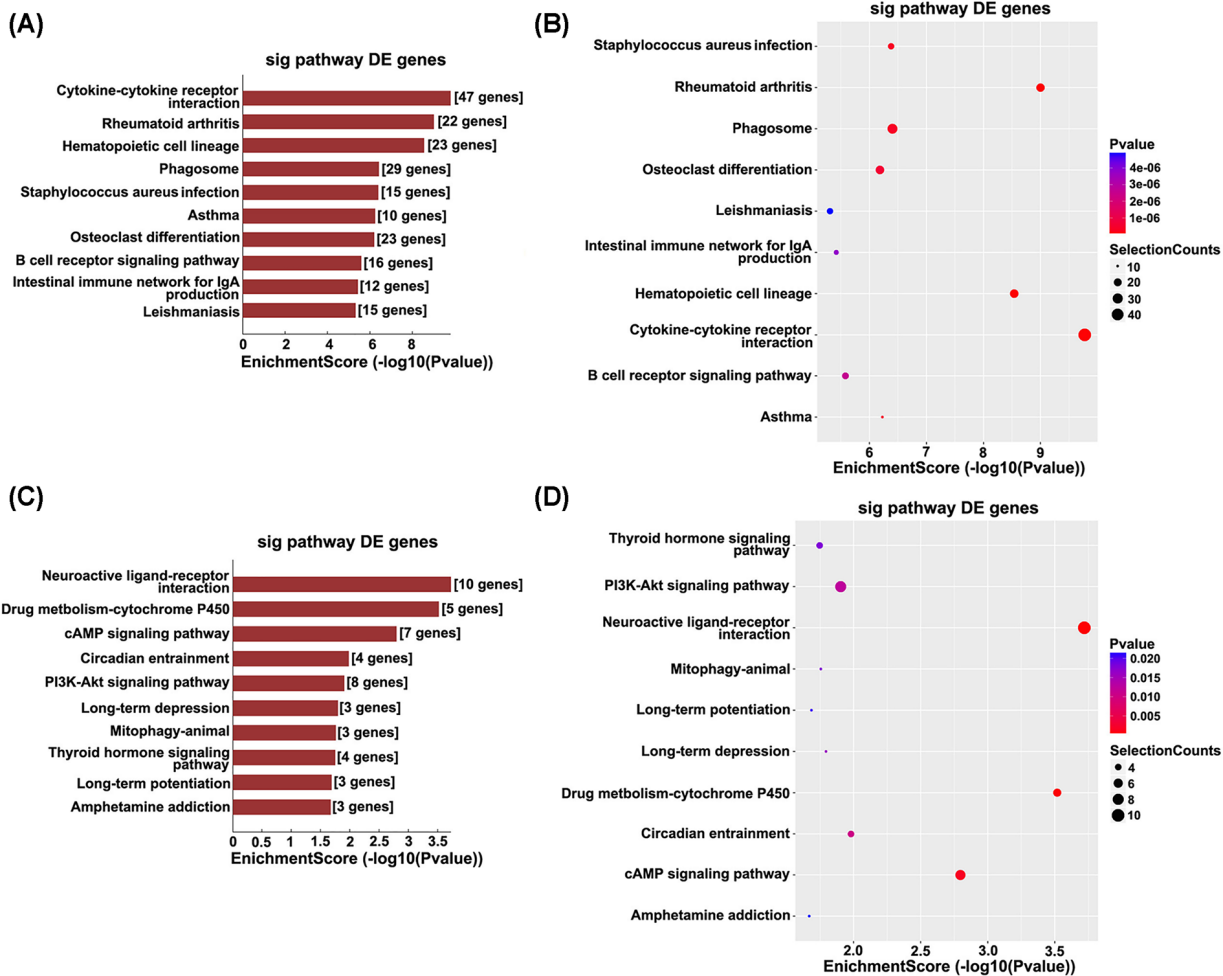
The top modified transcripts of altered m^6^A relating to the pathophysiology of allergic asthma The top ten significantly enriched pathways of up-regulation m^6^A transcripts by KEGG analysis (**A,B**). The top ten significantly enriched pathways of down-regulation m^6^A transcripts (**C,D**). DE genes refer to differentially expressed genes.

### METTL14 and ALKBH5 were down-regulated in lung of mice with allergic asthma

Five major enzymes responsible for m^6^A modification (METTL3, METTL14, WTAP, FTO, and ALKBH5) were tested for mRNA and protein levels in lung (Figure 4A–C). In the asthma group, mRNA level of METTL14, the key methyltransferase responsible for m^6^A modifications, was significantly decreased compared with the control group (*P*=0.032). ALKBH5, the major demethyltransferase, was also significantly decreased (*P*=0.001). METTL14 and ALBHK5 are also down-regulated at protein level in the group of chronic allergic asthma. While METTL3, WTAP, and the other major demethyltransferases (FTO) were not significantly dysregulated in mRNA or protein level.

**Figure 4:**
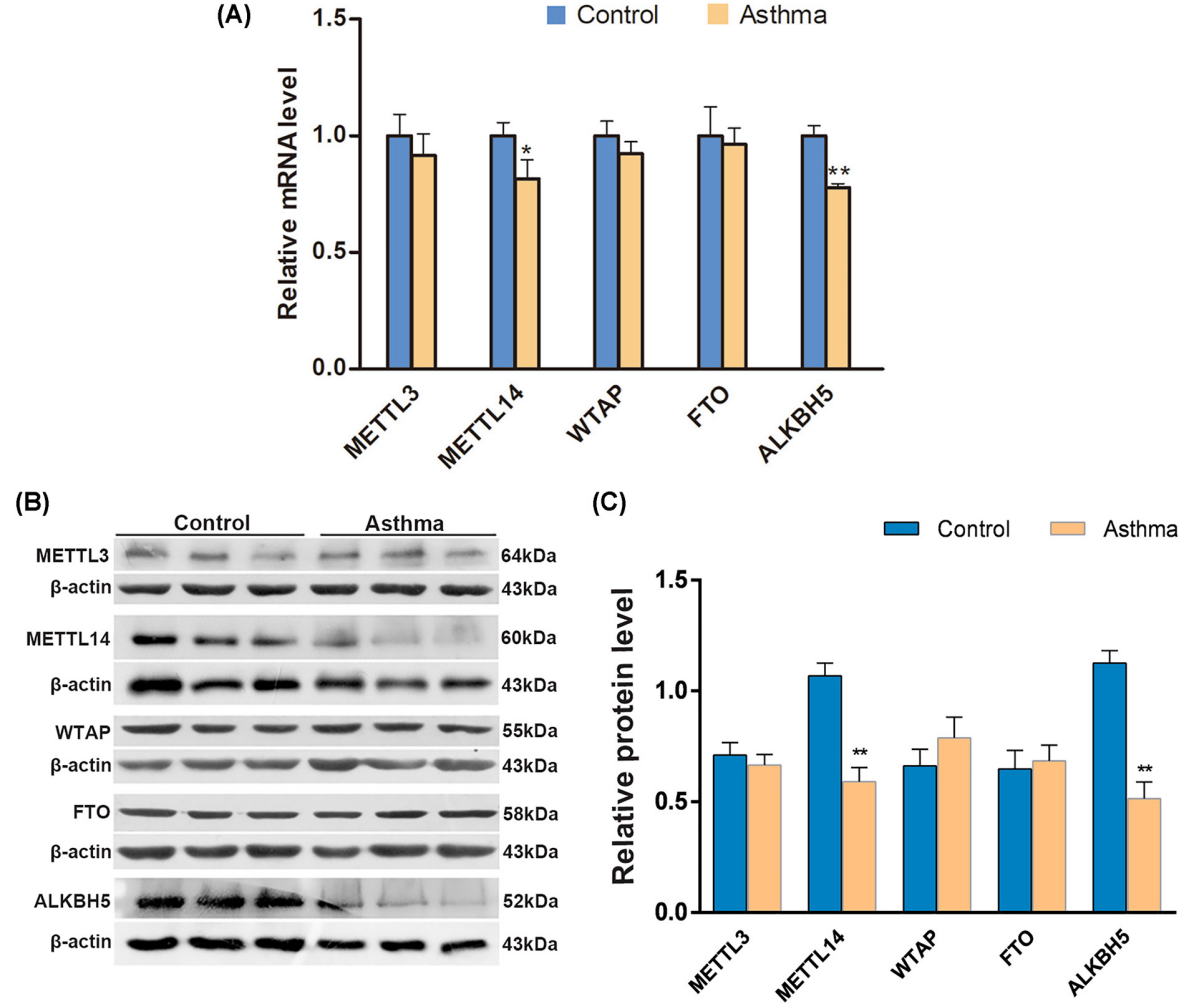
Expression of METTL3, METTL14, FTO, WTAP, ALKBH5, METTL14 (**A**) Quantitative real-time PCR for METTL3, METTL14, FTO, WTAP, ALKBH5, METTL14 level in mRNA. METTL14 (*P*=0.032) of and ALKBH5 (*P*=0.001) were down-regulated in lung of allergic asthma compared with the control group. Results are shown as fold-change of control. Data are expressed as mean ± SD. Data were analyzed using the Mann–Whitney U test. *P<0.05 or **P<0.01 versus control group (*n*=3). (**B**) Western blotting for METTL3, METTL14, FTO, WTAP, ALKBH5, METTL14 level in protein. (**C**) Optical density values for the protein expression relative to β-actin. Data are expressed as mean ± SD. **P<0.01 versus control group (*n*=6). Abbreviation: SD: standard deviation.

### Selection and verification of target genes in m^6^A modification profiles

As ALKBH5 was significantly decreased (*P*=0.001), we selected the target genes in the increased m^6^A-methylated profile. Thirty-nine hypermethylated mRNAs were common to the cytokine–cytokine receptor interaction pathway (KEGG analysis data) and to immune and inflammatory chemokine-related biological processes (GO analysis data) (Figure 5A). Seven hypermethylated (CCL11, TNF, IL5, CCL2, CXCL1, CCL8, IL17RB) mRNAs (>twofold compared with control) were finally selected, as their mRNAs have been clearly reported as being associated with asthma [26–31]. We validated the seven hypermethylated genes by methylated RNA immunoprecipitation and real-time PCR. The results demonstrated that IL17RB mRNA was hypermethylated in lung of the asthmatic group in comparison with the control group (Figure 5B). Moreover, we demonstrated that IL17RB mRNA level in lung in the asthma group was also higher than that of the control group (Figure 5C).

**Figure 5:**
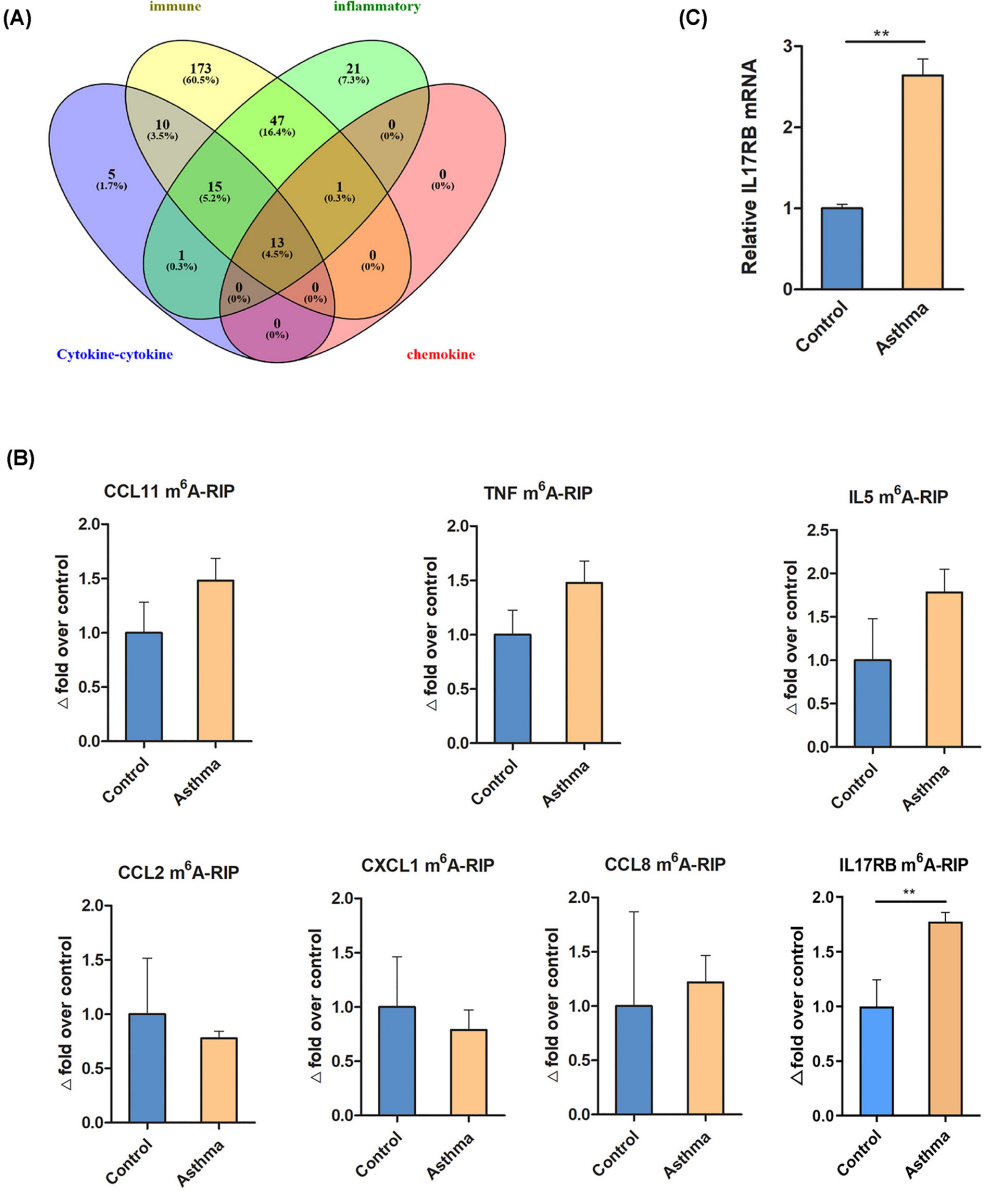
Selection and verification of target genes in m^6^A modification profiles (**A**) 39 m^6^A-hypermethylated mRNA coexpressed in interaction of cytokine–cytokine receptor interaction pathway (KEGG analysis data) and immune, inflammation, chemokine (GO analysis data), respectively. (**B**) Seven target mRNAs of m^6^A-hypermethylated were detected by quantitative real-time PCR. IL17RB mRNA was hypermethylated in lung of asthmatic group in comparion with that in control group. Data are expressed as mean ± SD. Data were analyzed using the Mann–Whitney U test. **P<0.01 versus control group (*n*=3). (**C**) IL17RB mRNA level in lung of asthmatic group was significantly increased in comparion with that in control group. Data are expressed as mean ± SD. Data were analyzed using the Mann–Whitney U test. **P<0.01 versus control group (*n*=3). Abbreviation: SD: standard deviation.

## Discussion

Many studies have recognized that m^6^A modifications are related in various diseases, including tumor, metabolism, cardiac ischemia, stroke, lung fibrosis, high level PM2.5 exposure, and diabetes [7,9,22,32–34]. However, the role of this newly emerging layer of epigenetics in allergic asthma has not been clarified. The present study sought to evaluate the m^6^A methylation level in mRNAs and lncRNAs in lung tissue of mice with allergic asthma. We experimented with the chronic model of allergic asthma in mice, then performed transcriptome-wide m^6^A profiles by immunoprecipitated methylated RNAs with microarrays. The results showed that 1369 mRNAs and 176 lncRNAs were hypermethylated, and 197 mRNAs and 30 lncRNAs were hypomethylated (>1.5-fold compared with control) in lung of mice with allergic asthma. This suggests that chronic allergic asthma could alter m^6^A-modified transcripts, and potentially play a role in pathophysiologic processes of asthma, and find a new therapeutic target. Recent evidence demonstrates that m^6^A can induce structural changes to RNAs, thus regulating their accessibility to RBPs [35]. This also indicates that m^6^A methylation in lncRNAs may lead to their disrupted scaffolding function in allergic asthma.

GO and KEGG pathway analyses were performed to explore the potential functions of altered m^6^A-modified transcripts. KEGG pathways analysis showed that cytokine-cytokine receptor interaction, including chemokines, class I/II helical cytokines, IL17-like cytokines, TNF family, and TGF-β family exhibited increased m^6^A methylation, while it was decreased in neuroactive ligand–receptor interaction. Chemokines, IL17-like cytokines, and TNF family are known to regulate airway inflammation of asthma [26,30,31]. Interestingly, GO analysis revealed that immune response, defense response, and inflammatory response were the major biological processes modulated by the differentially m^6^A-methylated mRNAs in lung of mice with allergic asthma. Currently, drugs used for asthma therapy can relieve inflammation, but in clinical studies, none of them could inhibit airway wall remodeling [36].

The mechanism of airway wall remodeling is not well understood, yet it has been reported that the interaction between the environment and epigenetic events may play a key role in refractory asthma [37]. M^6^A modification can be modulated by cardiac function during remodeling, and by exposure to environmental toxins. This implies that m^6^A modification may contribute to immunity, inflammation, or structure remodeling in asthma. Further study is required, however, to determine the precise mechanism by which m^6^A modification affects pathophysiologic processes of allergic asthma.

M^6^A is a highly dynamic epitranscriptomic modification that regulates mRNA splicing, export, localization, translation, and stability [11,12]. Expression of METTL3, METTL14, WTAP, and FTO and ALKBH5 is associated with PM2.5 exposure and lung tumors [7,38]. We determined the level of METTL3, METTL14, WTAP, and FTO, ALKBH5 in mRNA and in protein. The m^6^A writers METTL14 and the m^6^A eraser ALKBH5 are decreased significantly both in mRNA and protein level in lung of mice with allergic asthma compared with control. These findings indicate that METTL14 and ALKBH5 may contribute to allergic asthma. Next, we anchored the increased m^6^A methylation data according to the *P*-value (ALKBH5, *P*<0.01). Of the seven target genes of m^6^A hypermethylation we tested, IL17RB mRNA was hypermethylated in lung of the asthmatic group in comparison with the control group. IL-17RB activation can regulate gene expression responsible for the inflammatory and remodeling in asthma by the JNK, MAPK, NF-κB pathways [31]. Thus, the m^6^A methylation of IL17RB mRNA, regulated by demethylase ALKBH5, may play an important role in the pathogenesis of allergic asthma, and might be a new therapeutic target. Moreover, the precise functions of METTL14, ALKBH5, and m^6^A methylation of IL17RB mRNA and lncRNAs in asthma need to be further elucidated.

## Data Availability

The author agree on sharing the present study’s data and its deposit in public repositories. See microarray data in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205471

## Abbreviations

DE: differentially expressed
GO: gene ontology
H&E: hematoxylin and eosin
lncRNA: long noncoding RNA
m6A: N6-methyladenosine
MeRIP-qRT-PCR: methylated RNA immunoprecipitation-quantitative polymerase chain reaction
OVA: ovalbumin
RBP: RNA-binding protein
Th1: helper T cell 1
Th17: helper T cell 17
Th2: helper T cell 2
Treg: regulatory T cell

How the deposited data were processed for this re-analysis (not part of the article)

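The data are 6 arrays, 1 for each of 3 control and 3 asthma mice, with m6A-bound RNA (IP) in Cy5 and unbound RNA (Sup) in Cy3. The 2 files of each mouse, 1 per dye, were identical, so they were read as 1 array. The authors scanned the arrays with Agilent Feature Extraction and deposited the intensity of each spot in both channels, with its local background and quality flags. They also deposited a table of log2 values for 41337 probes. Each column of that table equals the log2 of the scanner's processed signal, which is background-subtracted and dye-normalized within the array, less 1 constant per column. The paper describes a normalization to spike-in RNA. The RNAs in the spike-in mixture are not named in the paper's text, and the constants were not traced to any set of probes searched.

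The design was fixed before the data were examined. It called for the mean spot signal, but the files hold the median, which was used. The signal was corrected with limma's normexp method (offset 50), put on the log2 scale, and the mean log2 signal of the spike-in probes in the channel was subtracted. The 114 probes with ERCC or spike-in names were taken as these probes, a reading made after the files were seen. The design gave the deposited log2 values the main place only if no spike-in probes were named. It was first planned to use them so, after they had been seen to give the paper's counts. This plan was dropped before any count from the design as written had been seen, and the deposited values are reported as an alternative.

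Spots marked as non-uniform were left out. The tests were limited to the 56554 transcript probes, the number of RNAs the paper gives. This limit was set after the files were seen. A probe was tested where it was well above background on all 3 arrays of at least 1 group, in both channels for the ratio. The IP signal, the Sup signal and their ratio were compared between asthma and control with limma version 3.58.1 in R version 4.3.3, with P adjusted by the Benjamini-Hochberg method. Calls needed a fold change above 1.5 and P below 0.05. On simulated IP values for 37225 probes, of which 200 were changed by 2 on the log2 scale, 98.0% of the changed probes were called and 1.55% of the unchanged ones. For simulated Sup values of 45166 probes these shares were 98.5% and 1.02%. The simulated noise was independent between probes, with no brightness, scaling or slide error shared across an array. These shares therefore check the fit and are not error rates for the real arrays.

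Genes to be named were fixed beforehand as those of Tables 3 and 4, the 7 target genes, the 5 m6A enzymes and the leading probes of the IP and ratio fits. Only the genes of Tables 3 and 4 could be tied to probes, through the fold change and P the paper prints. The match used the test that gives the paper's values, so it is no independent check of them. The target genes, the enzymes, the gene families planned for set tests, and separate mRNA and lncRNA counts were not analysed here. For transcripts of Tables 3 and 4 not well above background on any array of 1 group, a lower bound of the fold change was computed from channel values after loess within arrays and Aquantile normalization between them, with the lowest signal well above background on each array as the floor. Staining, PCR and western blot data were not analysed here.

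Alternatives covered the background correction, the scaling between arrays, the deposited values, the filter on dim probes, the empirical Bayes step, replicate number or slide as a block, each mouse left out, and loess within arrays for the ratio. All 6 arrays carry the same scan time, so scan date was not tested.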

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

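The tests of other groupings and of loess were set before their results were seen. The choice of these results as unreported data was made after. The paper does not report the Sup channel. Of 45243 probes tested in it with limma, 264 were higher and 596 lower in asthma at a fold change above 1.5 and an unadjusted P below 0.05. Of the 10 ways to split the 6 mice into groups of 3, 2 gave as many Sup calls, the real one included. The other split, control mice 1 and 3 with asthma mouse 3 against the rest, gave 2542 calls against 860. Chance therefore cannot be excluded, and 3 mice against 3 could not exclude it in any case. The other split also separated the arrays by the mean log2 spike-in signal that the scaling subtracts. In Sup this signal was 6.36 to 6.38 against 6.57 to 6.59, so that split is not a neutral comparison. No biological explanation was tested.

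The ratio of IP to Sup, which the paper does not report, was higher in asthma for 4493 probes and lower for 3 of the 37141 tested with limma. Of the 10 splits only 1, the real one, gave as many ratio calls, which is the lowest count this design allows. With loess normalization within each array, 62 probes were higher and 79 lower, 141 calls in all, and none passed the adjusted P. Most ratio calls may thus reflect the brightness of the IP channel as a whole against the Sup channel. A whole-channel change in asthma would also be removed by loess, so a technical and a biological origin of that shift stay open.

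The array also holds 2203 tested probes with a small-RNA prefix, which are outside the RNAs the paper counts. Of these, 61 were higher and 1 was lower in IP, and 2 of the higher ones passed the adjusted P in limma. They share the scaling of the other IP probes, and no explanation was tested for them alone.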

How the results depend on the processing

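The alternatives were set before the data were examined, except the use of all non-control probes, of the bright spike-in probes only, of the scanner's processed signal, and of the deposited values with no filter and no empirical Bayes step, which were chosen after seeing the data. The cause was not tested for any change below unless stated. The IP count was 2562 higher and 21 lower, with 107 and 2 after adjustment. The Sup count was 264 higher and 596 lower. The ratio count was 4493 higher and 3 lower, with 4195 after adjustment, and the correlation of IP and Sup changes was 0.75. Counts within 1.5 times of these are not repeated.

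With no background correction, 60 probes were lower in IP (4 after adjustment), a share of 98.1% higher, with 649 higher and 2393 lower in Sup and 10 lower in the ratio. With the scanner's background-subtracted signal, 204 were higher and 22755 lower in IP (163 and 19941 after adjustment), a share of 0.889% higher, with 548 higher and 6900 lower in Sup, 86 higher and 1279 lower in the ratio (53 after adjustment), and a correlation of 0.81. This setting takes the log of spike-in signals near 0, which the offset of the normexp method avoids.

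With quantile normalization, 602 were higher and 328 lower in IP (43 and 4 after adjustment), a share of 64.7%, with 657 higher in Sup, 55 higher and 23 lower in the ratio (0 after adjustment), and a correlation of 0.87. Of the 602, 595 were also among the 2562, as were 1005 of the 1034 below. With the 75th percentile, 1034 were higher and 205 lower in IP (4 lower after adjustment), a share of 83.5%, with 1208 higher in Sup and 380 higher and 82 lower in the ratio (0 after adjustment). With no normalization between arrays, 5343 were higher and 8 lower in IP (1 lower after adjustment), a share of 99.9%, with 174 lower in Sup and 7371 higher and 0 lower in the ratio (7126 after adjustment). With the bright spike-in probes only, 1263 were higher and 1257 lower in IP (587 and 130 after adjustment), a share of 50.1%, with 518 higher and 1425 lower in Sup and 364 higher and 92 lower in the ratio (22 after adjustment).

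The deposited values gave 3368 higher, of which 1396 were among the 2562, and 417 lower in IP (193 and 6 after adjustment), a share of 89.0%, with 1356 higher and 3174 lower in Sup, 2264 higher and 50 lower in the ratio (0 after adjustment), and a correlation of 0.85. With no filter and no empirical Bayes step they gave 1545 higher and 227 lower in IP (0 and 0 after adjustment), a share of 87.2%, with 441 higher and 1999 lower in Sup, 1285 higher and 19 lower in the ratio (0 after adjustment), and a correlation of 0.83. Of these 1545, 614 were also among the 2562. The processed signal gave 451 lower in IP (180 higher and 5 lower after adjustment), a share of 87.5%, with 1301 higher and 5470 lower in Sup, 35 lower in the ratio (2 after adjustment), and a correlation of 0.84.

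Without the empirical Bayes step, 1372 were higher and 9 lower in IP (10 and 0 after adjustment), with 156 higher and 231 lower in Sup and 1 lower in the ratio (17 after adjustment). With no filter the correlation was 0.66. With loess within arrays, 62 were higher and 79 lower in the ratio (0 after adjustment). With slide as a block, which sets the asthma mice against control mouse 1 alone, 969 of the 2091 higher in IP were among the 2562, and 143 were lower in IP (10 higher and 0 lower after adjustment), a share of 93.6%, with 96 lower in Sup, 2476 higher and 21 lower in the ratio (717 after adjustment), and a correlation of 0.82.

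Replicate numbers did not pair the mice. The correlation of deviations of same-numbered mice in IP was -0.37, 0.39 and 0.25. With the replicate block, 3438 were higher and 30 lower in IP (30 and 1 after adjustment), and 503 were higher in Sup.

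Leaving out 1 mouse at a time, IP calls lay between 1276 and 5763 higher and between 9 and 99 lower, with 24 to 768 and 0 to 8 after adjustment and a share between 92.8% and 99.8%. Without control mouse 3 the higher count was 1276 and without control mouse 2 it was 5763. Sup calls lay between 159 and 1922 higher and between 114 and 2032 lower. Ratio calls lay between 3138 and 7407 higher and between 0 and 20 lower, with 0 to 7313 after adjustment, and the correlation between 0.66 and 0.81.

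Over the 40 transcripts of Tables 3 and 4 and these settings, 713 values kept direction and side of the threshold, 73 fell under it and 52 passed it. The sign changed in 2, both for RP24-226D9.3, at -0.048 with the 75th percentile and -0.20 with the bright spike-in probes only. Many of these values could not change sign. The other filters, all non-control probes and no empirical Bayes step leave the log2 difference as it was. The deposited values fix its direction through the match, and the processed signal is the same signal under another scaling. Planned counts by RNA class and gene set tests were not run, for lack of classes and gene names. Signal over background limits the fold changes of 10 of the 40 transcripts to a bound, 8 listed as up and 2 as down.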

Differences from the paper's values

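The paper gives 1772 called transcripts and the count here was 2583, which is within 1.5 times. The paper's share of hypomethylated transcripts is 12.8% and the share here was 0.813%. Of the alternatives set before the data were examined, scaling to the 75th percentile and the deposited values came within 1.5 times of the paper's share, and the other 15 did not. The processed signal, added after the values were seen, also did. The deposited values with no filter and no empirical Bayes step gave 1545 higher and 227 lower probes, the paper's total of 1772, in a setting chosen after seeing the values. No probe passed the adjusted P there.

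A fold change was taken to differ from the paper's where they were more than 1.5 times apart and, on the log2 scale, further apart than the larger SD of the 2 groups here. By this rule 14 of the 40 transcripts in Tables 3 and 4 differed, though for some of them, named below, the rule cannot decide. Another 10 have only a bound, which leaves open whether they differ. Of the remaining 16, 14 were within 1.5 times of the paper's fold change. The other two were further apart but within the SD, Clca1 with 77.9 in the paper and 34.3 here, and Zc3h18 with 3.40 and 2.11. In control mice, RP23-101F14.3, 4930542D17Rik, RP23-309A11.2 and RP23-272P19.8, counted among the 14, were well above background in IP on only 1 of 3 arrays, and Clca1 and Gm17276 on 2. RP23-132N23.1 was so on 2 of 3 asthma arrays. Their fold changes rest in part on signal near background, to which the offset of 50 adds, and are not exact. For those of them among the 14, the rule therefore cannot tell a difference from the paper from an effect of dim signal and offset. The offset also adds to low signal that is well above background on every array. In control mice the mean log2 IP signal of Rnase2a, Slc26a4 and Chil4 was only 0.18, 0.01 and 0.12 above the spike-in mean. Without background correction, and so without the offset, their fold changes were 105, 16.9 and 17.8. The offset may therefore account for part of their differences too. The probes were matched in the deposited values, which therefore give the paper's fold changes by construction. The paper's fold change is given first and the one here second. For RP23-101F14.3 they were 37.1 and 7.26, for Slc26a4 25.9 and 10.2, for 4930542D17Rik 10.3 and 2.10, for RP23-309A11.2 7.53 and 1.82, and for RP23-272P19.8 4.95 and 1.52, and of the alternatives set beforehand only the deposited values came within the paper's value. For Chil4 they were 25.7 and 11.4 and for Hist1h3d 3.04 and 1.67, and the deposited values and no background correction came within it. Rnase2a had 126 and 68.5, with the deposited values, no background correction and the scanner's background-subtracted signal within it. RP24-95P4.2 had 2.66 and 1.52 and RP23-132N23.1 had 2.29 and 1.33, with the deposited values, no background correction and the 75th percentile within it. Apold1 had 3.46 and 2.19, with the same 3 and quantile normalization within it. Gm17276 had 1.94 and 1.22, with the deposited values, no background correction, the 75th percentile and slide as a block within it. Brox had 2.97 and 1.90, with these 4, quantile normalization, and control mouse 3 or asthma mouse 3 left out within it. Ntmt1, with 1 non-uniform asthma spot left out, had 13.3 and 22.3, with the scanner's background-subtracted signal, quantile normalization, the 75th percentile, the deposited values, the replicate block and control mouse 3 left out within it. The other alternatives set beforehand did not come within the paper's value for these transcripts. The deposited values with no filter and no empirical Bayes step, chosen after seeing the values, came within it for all 14, the processed signal for all but Ntmt1, and the bright spike-in probes for Apold1, Hist1h3d, Ntmt1, Brox, RP24-95P4.2, RP23-132N23.1 and Gm17276. The paper calls all 40 transcripts. Here 18 of the 20 listed as up and 14 of the 20 listed as down were called.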

Other observations

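The tests of the ERCC probe and of the Sup direction of the listed transcripts were chosen after their values were seen, and the other tests below were set before. More IP probes were called higher than lower in asthma. With quantile normalization, which gives all arrays the same distribution of brightness, 64.7% of the calls were higher, against 99.2% with the spike-in scaling. The criterion set beforehand, a fall to 50% or under, was not met. The explanation is left open all the same, because the bright spike-in probes gave 50.1% and the scanner's background-subtracted signal 0.889%, which was decided after these values were seen. A brightness difference between arrays may therefore account for part of the excess. Since the share ran from 0.889% to 99.9% over the settings, the direction of the whole shift cannot be told apart from the scaling. Of the 10 splits of the 6 mice, 2 gave as many IP calls, the real one included. The split of control mice 1 and 3 with asthma mouse 3 against the others gave 4307 calls against 2583, so chance cannot be excluded. That split also separated the arrays by the mean log2 spike-in signal that the scaling subtracts. In IP this signal was 6.17 to 6.35 against 6.41 to 6.54, so the 4307 calls may follow the scaling and the split is not a neutral comparison.

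Slide may also enter, because the 3 asthma mice share slide 1 with control mouse 1 only. Probes called higher against control mice 2 and 3 had a median log2 difference of 0.77 from these and of 0.56 from control mouse 1, on the asthma mice's own slide. When control mouse 2 or 3 was held out in the same way, the difference from it was 0.21 or 0.95. The value for control mouse 1 lies between these. It met the criterion set beforehand against slide as the cause, that most of the difference stays, but it is a single array, so slide and group cannot be told apart for these probes.

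Changes in IP and Sup went together across probes, with a correlation of 0.75. Probes are not independent replicates. Of the 10 splits, 6 gave a correlation as large, the real one included. A correlation of this size is thus not particular to the real groups. Spot noise that both channels of an array share is 1 possible source of it. The splits cannot single that out, because both channels also hold RNA of the same mouse. Nor are the other splits free of a group effect, since each has unequal numbers of asthma mice on its sides. Among the 2562 probes higher in IP, 233 were also called higher in Sup and 987 higher in the ratio. For the transcripts of Tables 3 and 4, all 20 listed as up were higher and all 20 listed as down were lower in Sup too, and 13 and 14 of them were called there. Slc22a29, counted among the 20 listed as up, was too dim in Sup to be tested in Sup or in the ratio. The ratio was higher in asthma for 19 of the 20 listed as up and also for 13 of the 20 listed as down, against a median log2 difference of 0.25 over all probes tested in the ratio. At a fold change above 1.5 and an unadjusted limma P below 0.05, 10 of the 20 listed as up were called higher, with Slc22a29 untested. Of the 20 listed as down, 0 were called lower. Of those listed as down, 2 were called higher, RP24-496C22.4 and Tmem252. A change of the methylated share at a constant amount of RNA would move the fractions in opposite directions. The median Sup change in the listed direction was 1.24 on the log2 scale, which argues against that as the only cause over these transcripts. The Sup direction held for all 40 under the other scalings and signals run, and for 39 with slide as a block. The transcripts were listed for their IP change on the same arrays, so spot noise may add to this, and a change of the methylated share beside one in amount stays open.

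The spike-in probe ERCC-00062 was brighter in asthma mice 1 and 2 than in asthma mouse 3. Its log2 difference from the array median in IP was 4.24 and 4.29 in asthma mice 1 and 2, 2.59 in asthma mouse 3, and 2.45, 3.16 and 1.85 in control mice 1, 2 and 3. The range over the 6 arrays was at least 2.05 in each channel, which argues against the brightness of the whole array as the cause. Unequal amounts of added spike-in and binding of a lung RNA to this probe stay open and were not tested.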
